A study of Mus musculus with 12 samples.

How the data were processed

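RNA was measured by sequencing in 12 libraries of cells sorted from mouse embryos at stage E7.25. The embryos carried a Foxa2-driven Cre recombinase and a Cre-activated yellow fluorescent protein (YFP) reporter, so that cells with a history of Foxa2 expression fluoresce. The labels give 4 cell types with 3 replicates each: YFP-positive cardiac mesoderm, which the labels call ventricular, YFP-negative cardiac mesoderm, which they call non-ventricular, EPCAM-positive endoderm and KDR-positive hematopoietic mesoderm. RNA was purified with a kit for very small samples and amplified with a low-input library system, per the labels' protocols. Groups and replicate numbers were taken from the sample titles.

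The deposited values were raw counts of reads per gene, as whole numbers that had not been normalized, for 38924 versioned Ensembl mouse genes and 5 summary categories per library. The aligner, genome build, annotation and strand setting are not stated in the labels or in the files, so no coordinates are given. The summary categories include reads in no gene, reads that fit more than 1 gene and reads aligned to more than 1 place, none of which were assigned to genes. Genes with near-identical copies are therefore undercounted by an unknown amount. Counts of overlapping and antisense genes are uncertain because the strand setting is not stated. Symbols were found for 37607 of the 38924 genes in a separate gene name table. A GRCm38 annotation was used only for exon length, GC content and a check of overlapping genes on opposite strands.

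Counts were analysed with edgeR 4.0.16 in R 4.3.3, using trimmed-mean (TMM) scaling and the default expression filter, which kept 14170 genes. The quasi-likelihood model was fitted to all 12 libraries with 1 coefficient per cell type, which left 8 residual degrees of freedom per gene and gave the 4 types a shared estimate of dispersion. Each of the 6 pairs of types was tested two-sided, p-values were adjusted by the Benjamini-Hochberg method across the genes of a pair, and genes with an adjusted p under 0.05 were counted. A gene was counted as highest in a type when it was higher there than in each of the other 3 types at that threshold. Standard errors were derived from the log2 fold change and the quasi-likelihood F statistic. Levels are library-size scaled counts (CPM) after TMM scaling, given as mean ± SD over the 3 libraries of a type. Against a type whose libraries all had 3 counts or fewer, the fold was computed against that floor and is given as a lower bound.

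Gene lists for the Notch pathway (36 of 40 genes tested), cardiac mesoderm (27 of 28), endoderm (30 of 30) and hematopoiesis (22 of 28) were compiled from general knowledge. They were tested two-sided with camera, in limma 3.58.1, at an inter-gene correlation of 0.01, and p-values were adjusted over the 8 list tests. The list value is the mean log2 fold change of its genes. The genes named were the first in each direction by size of change among those with an adjusted p under 0.05, at least 10 CPM in the higher type and no overlap between libraries. For types, they were the genes highest in the type by the smallest of the 3 changes. The sort markers were added to these, and predicted genes and pseudogenes were passed over. The grouping, the tests, the lists, the naming rule and all alternatives but 1 were fixed before the data were examined.

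The alternatives were another scaling (RLE), no expression filter, a minimum mean of 5 CPM, the replicate number as a block, DESeq2 1.42.0, a fit of only the 2 types compared, an absolute log2 fold change of at least 1, random down-sampling to the smallest library, and leaving out each library in turn. For lists they also included an estimated inter-gene correlation and the rotation test fry. A limma voom fit with library quality weights was chosen after seeing the data. The replicate numbers come from the titles, and the labels do not say whether same-numbered libraries came from the same embryos or litters. Whether the numbers pair the libraries was checked from the correlation across genes of each library's deviation from its type mean.

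Simulated data were used to test edgeR, DESeq2 and camera at the fixed inter-gene correlation. The other alternatives were not simulated. Counts were drawn independently for each gene, from the observed means, library sizes and dispersions shared by the 4 types. At each size of change, 50 genes averaging at least 10 CPM were changed between the cardiac mesoderm fractions. At 2-, 4-, 8- and 16-fold, edgeR called 6%, 42%, 72% and 86% of the changed genes and 0 of the 13970 unchanged genes, while DESeq2 called 18%, 56%, 80% and 90% and 77 of the unchanged genes. At an unadjusted p under 0.05, camera called a list shifted by 1 log2 unit in 20 of 20 simulated data sets and an unshifted list in 2 of 20. The simulated genes were not correlated with each other, so this does not show how camera behaves with correlated genes.

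Gene counts totalled 4472800 to 7888631 per library, so that 3 counts corresponded to 0.380 to 0.671 CPM. The share of reads in genes had a 95% Wilson interval of at most 0.0155 percentage points to either side. These intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. A chi-square comparison of counts within each type gave 17.1 to 113 per degree of freedom, so no replicate pair looked like 1 library entered more than once.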

Results

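Gene expression was profiled in 4 cell types sorted from mouse embryos at stage E7.25, with 3 libraries per type. The comparisons asked how cardiac mesoderm with a history of Foxa2 expression differed from cardiac mesoderm without it, and how both differed from endoderm and hematopoietic mesoderm. Since the study concerned Notch activation and cardiac commitment, Notch pathway genes were also examined as a group. Gene counts averaged 5408303 ± 350638 (SD, n = 3) in YFP-positive cardiac mesoderm, 6535374 ± 699755 in YFP-negative cardiac mesoderm, 7044181 ± 975550 in endoderm and 5183241 ± 693090 in hematopoietic mesoderm. Genes took 18.3% to 21.5% of all tallied reads, and the 10 most abundant genes took 1.51% to 1.99% of gene counts. Genes with at least 1 count numbered 14242 ± 517 in YFP-positive cardiac mesoderm, 15675 ± 368 in YFP-negative cardiac mesoderm, 18582 ± 35.5 in endoderm and 13217 ± 1107 in hematopoietic mesoderm. Exact two-sided permutation tests on these numbers gave p = 0.1 for 5 of the 6 pairs of types, the smallest value that 3 against 3 libraries allow, and p = 0.3 for YFP-positive cardiac mesoderm against hematopoietic mesoderm. No batch was given in the labels.

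The first 3 principal components held 26.4%, 14.8% and 13.4% of the variance in log2 CPM. Replicates of endoderm were the most alike, with a mean Pearson correlation across genes of 0.927. The mean correlation was 0.860 within YFP-negative cardiac mesoderm, 0.798 within YFP-positive cardiac mesoderm and 0.776 within hematopoietic mesoderm. Libraries of the YFP-positive fraction correlated with those of the YFP-negative fraction at 0.825, which exceeded the correlation among the YFP-positive replicates themselves. Genes are not independent replicates, so these correlations describe the libraries only.

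**Figure D1:**
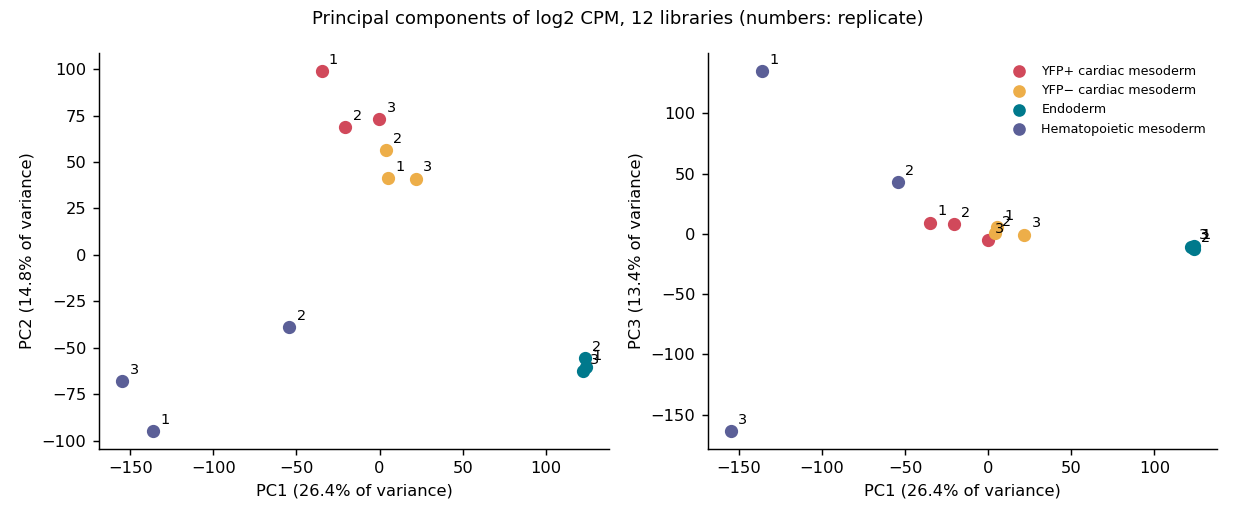
Scores of the 12 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, with colour for cell type, numbers for replicates and the share of variance on each axis. Endoderm libraries sit together, the cardiac mesoderm fractions sit side by side, and the third component (13.4% of the variance) separates the hematopoietic mesoderm replicates from each other.

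The spread between replicates differed between types. The biological coefficient of variation, estimated within each type, was 0.395 in endoderm, 0.754 in YFP-negative cardiac mesoderm, 1.01 in YFP-positive cardiac mesoderm and 1.17 in hematopoietic mesoderm. Genes with at least 100 counts in 1 library and at most 3 in another of the same type numbered 51 in endoderm, 330 in YFP-negative cardiac mesoderm, 860 in YFP-positive cardiac mesoderm and 1335 in hematopoietic mesoderm. These were 0.518%, 3.48%, 9.30% and 14.96% of the genes that reached 100 counts in the type.

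**Figure D2:**
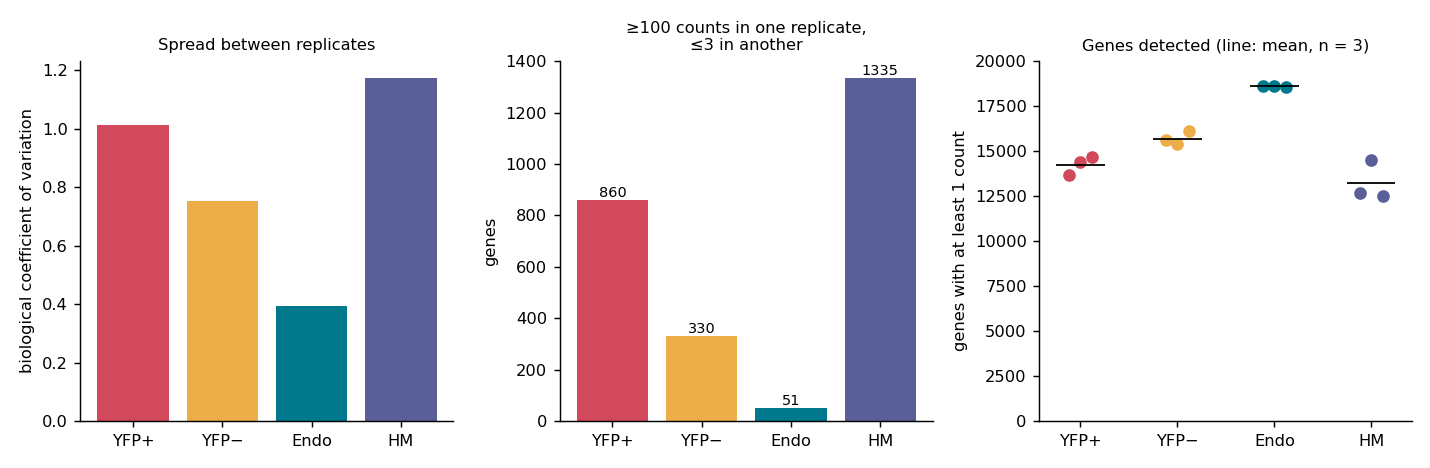
Biological coefficient of variation per cell type (left, bars), number of genes with at least 100 counts in one replicate and at most 3 in another (middle, bars) and number of genes with at least 1 count per library (right, points, with the mean of 3 libraries as a line). The coefficient of variation runs from 0.395 in endoderm to 1.17 in hematopoietic mesoderm, and endoderm has the most genes detected.

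The sort markers checked the labels. Foxa2 (ENSMUSG00000037025.5) averaged 57.8 ± 5.05 CPM (SD, n = 3) in endoderm and was at 0 counts in all YFP-negative cardiac mesoderm libraries. In YFP-positive cardiac mesoderm it averaged 2.11 ± 3.31 CPM, with 0.416, 0 and 5.92 CPM in replicates 1, 2 and 3, which is at least 4.67-fold higher than in the YFP-negative fraction by the mean but had an edgeR adjusted p of 0.626, while DESeq2 gave an adjusted p of 0.0276 and the alternatives ran from 0.0276 to 0.858. Epcam (ENSMUSG00000045394.8) averaged 220 ± 18.5 CPM in endoderm, 34.9 ± 8.67 in YFP-negative cardiac mesoderm, 22.5 ± 14.9 in YFP-positive cardiac mesoderm and 30.5 ± 34.8 in hematopoietic mesoderm. Its differences between endoderm and the other types did not pass the edgeR threshold, with adjusted p from 0.0848 to 0.236. They passed in some other fits: with only the 2 types compared, the edgeR adjusted p was 0.00984 for the YFP-positive and 0.000232 for the YFP-negative fraction against endoderm, and with limma voom it was 0.00918 and 0.000376, and 0.0129 between endoderm and hematopoietic mesoderm. The fit of only 2 types did not call the last pair (edgeR adjusted p = 0.172), and DESeq2 called the YFP-positive fraction against endoderm (0.00523) and the last pair (0.0146) but not the YFP-negative fraction (0.0530). Over all alternatives the adjusted p ran from 0.00523 to 0.285, from 0.000232 to 0.533 and from 0.0129 to 0.195 in these 3 comparisons. Kdr (ENSMUSG00000062960.7) averaged 540 ± 74.9 CPM in YFP-positive cardiac mesoderm, 491 ± 48.4 in YFP-negative cardiac mesoderm, 777 ± 164 in hematopoietic mesoderm and 10.4 ± 5.82 in endoderm. Each of the 3 mesoderm types exceeded endoderm in Kdr, with a log2 fold change of 5.69 ± 0.37 (SE) for the YFP-positive fraction (edgeR adjusted p = 5.04e-06). Pdgfra (ENSMUSG00000029231.9) averaged 359 ± 14.1 CPM in YFP-positive and 307 ± 93.7 in YFP-negative cardiac mesoderm, against 13.8 ± 5.05 in endoderm and 27.3 ± 23.5 in hematopoietic mesoderm. Against hematopoietic mesoderm its log2 fold change was 3.71 ± 0.73 for the YFP-positive fraction (edgeR adjusted p = 0.0260) and 3.49 ± 0.72 for the YFP-negative fraction (edgeR adjusted p = 0.0514), with ranges over the alternatives of 1.76e-05 to 0.192 and 0.000106 to 0.171. The call for the YFP-positive fraction was lost with only the 2 types fitted, under limma voom and in 2 of the 6 fits that left out 1 library. The YFP-negative fraction passed in DESeq2 and in 2 of 6 such fits.

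**Figure D3:**
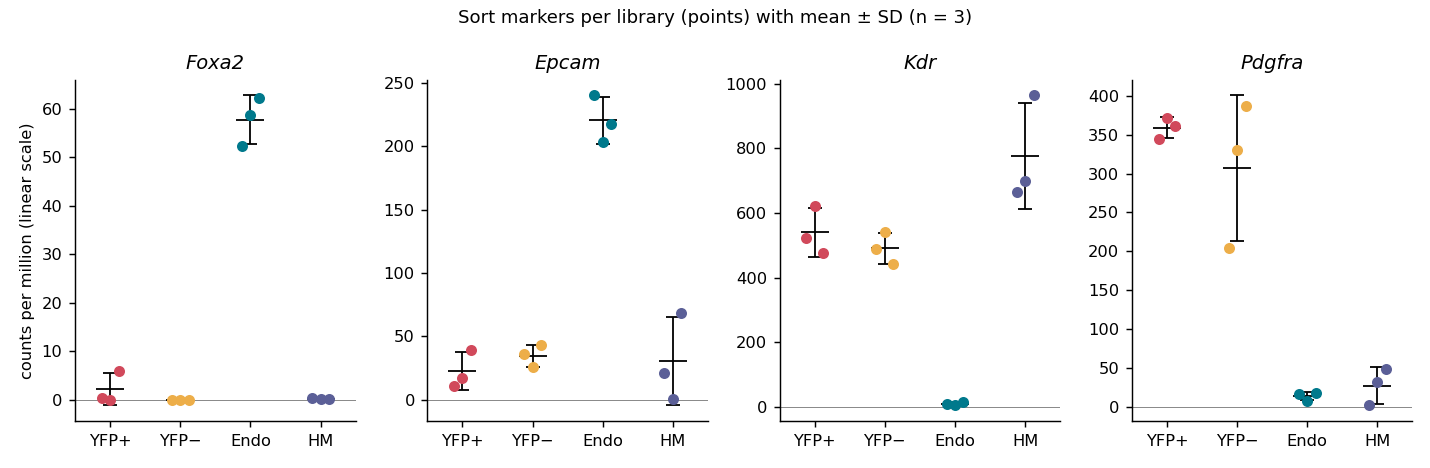
CPM (linear scale) of Foxa2, Epcam, Kdr and Pdgfra in each library (points), with mean ± SD over the 3 libraries of each type (bars). Foxa2 and Epcam are highest in endoderm, Kdr averages 10.4 CPM in endoderm against 491 CPM or more in the mesoderm types, and Pdgfra exceeds 200 CPM only in the cardiac mesoderm libraries.

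Between the cardiac mesoderm fractions, 0 of 14170 genes had an edgeR adjusted p under 0.05, while 1062 had an unadjusted p under 0.05. The lowest adjusted p was 0.479. The libraries of the fractions did not overlap in 1711 genes, or 12.1%, where chance gives 10%. Adding the replicate number as a block also gave 0 genes, with 817 genes at an unadjusted p under 0.05. Deviations of same-numbered libraries of the 2 fractions correlated at 0.0110. DESeq2 moved this result most, with 229 genes, of which 67 were higher in the YFP-positive fraction and 162 lower. The genes with the lowest p-values were chosen after their values were seen, and none passed the edgeR threshold, while DESeq2 called each of the 5 named here. Cer1 (ENSMUSG00000038192.5) averaged 36.5 ± 29.0 CPM in the YFP-positive and 3.63 ± 1.22 in the YFP-negative fraction, with a log2 fold change of 3.32 ± 0.57 (SE, edgeR adjusted p = 0.479). Apob averaged 32.5 ± 25.7 against 3.49 ± 0.617 CPM. Stra6 averaged 97.7 ± 8.22 against 7.85 ± 6.82 CPM (log2 fold change 3.63 ± 0.77, edgeR adjusted p = 0.626). Kit averaged 2.06 ± 2.38 against 24.5 ± 9.20 CPM, and Tcp11l1 0.748 ± 0.615 against 29.4 ± 14.7 CPM. The DESeq2 adjusted p was 5.35e-06 for Cer1, 2.22e-05 for Apob, 8.81e-07 for Stra6, 2.07e-05 for Kit and 9.41e-10 for Tcp11l1. The highest adjusted p over the alternatives was 0.986 for Apob and 0.858 for the other 4. In edgeR, Cer1 and Apob each passed in 1 of the 6 fits that left out 1 library (adjusted p = 0.0166 and 0.0118).

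Against endoderm, 218 genes differed in YFP-positive cardiac mesoderm, 135 higher and 83 lower, and 185 differed in YFP-negative cardiac mesoderm, 100 higher and 85 lower. Of these genes, 143 were shared, all with the same direction. DESeq2 moved the first count most, to 1178, and limma voom with quality weights the second, to 1812, while a fit of only the 2 types compared gave 1063 and 1360. A block for the replicate number left 178 and 143 genes, and deviations of same-numbered libraries correlated at 0.0106 and 0.0262. Tnc was higher in YFP-positive cardiac mesoderm (89.0 ± 39.4 CPM) than in endoderm (0.264 ± 0.242 CPM), with a log2 fold change of 8.28 ± 1.79 (SE, edgeR adjusted p = 0.0378). Hoxd1 was at least 31.1-fold higher in the YFP-positive fraction and at least 112-fold higher in the YFP-negative fraction than in endoderm (edgeR adjusted p = 0.0272 and 0.0108). Foxf1 averaged 172 ± 41.6 CPM in the YFP-negative fraction against 1.04 ± 1.19 in endoderm, a log2 fold change of 7.40 ± 0.97 (edgeR adjusted p = 0.00190). In the other direction, Slc27a2 and Zbtb7b were at least 57.6-fold and 38.7-fold lower in the YFP-positive fraction than in endoderm (edgeR adjusted p = 0.0417 and 0.0324). Foxj1 and Pga5 were at least 178-fold and 137-fold lower in the YFP-negative fraction (edgeR adjusted p = 0.00320 and 0.0118). The calls for Tnc, Slc27a2 and Zbtb7b were lost under the replicate block and in each of the 6 fits that left out 1 library, and DESeq2 gave no adjusted p for Tnc. In those 6 fits Hoxd1 lost its call 5 times in the YFP-positive and 3 times in the YFP-negative fraction, and Pga5 3 times.

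Against hematopoietic mesoderm, 253 genes differed in YFP-positive cardiac mesoderm, 163 higher and 90 lower, and 84 differed in YFP-negative cardiac mesoderm, 57 higher and 27 lower, with 72 shared and all of these in the same direction. In a fit of only the 2 types compared, 13 and 10 genes passed, while DESeq2 gave 1809 and 1352. When the replicate number entered as a block, 133 and 31 genes passed, and deviations of same-numbered libraries correlated at 0.0182 and 0.00791. Cd93 and Srrm4 had 0 counts in all 3 hematopoietic mesoderm libraries and were at least 140-fold and 94.0-fold higher in the YFP-positive fraction (edgeR adjusted p = 0.00881 and 0.00838). In the YFP-negative fraction they were at least 34.3-fold and 55.1-fold higher (edgeR adjusted p = 0.0301 and 0.0209). Espn and Pla2g16 were at least 53.8-fold and 47.3-fold lower in the YFP-positive fraction (edgeR adjusted p = 0.0414 and 0.0387). Sox7 averaged 319 ± 85.7 CPM in hematopoietic mesoderm and 1.98 ± 1.38 in the YFP-negative fraction, a log2 fold change of -7.33 ± 1.20 (edgeR adjusted p = 0.0209). All of these calls except those of Sox7 were lost in the fit of only the 2 types compared and under limma voom, and those of Espn, Pla2g16, Sox7 and, in the YFP-negative fraction, Cd93 were lost under the replicate block. Leaving out 1 library lost the calls of Espn and Pla2g16 in 4 of 6 fits each. In the YFP-negative fraction it lost those of Cd93 and Sox7 in 3 of 6 and that of Srrm4 in 2.

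Endoderm and hematopoietic mesoderm differed in 800 genes, 457 higher in endoderm and 343 higher in hematopoietic mesoderm. This was the most of the 6 pairs in this fit, though not in every fit. Among the fits of all libraries, DESeq2 moved this count most, to 2188. Under the replicate block 545 genes passed, 268 higher in endoderm and 277 lower, and deviations of same-numbered libraries correlated at 0.00949. Pga5 and Cfap44 were at least 99.3-fold and 97.3-fold higher in endoderm (edgeR adjusted p = 0.00817 and 0.0144). Erg and Fev were at least 123-fold and 85.8-fold lower there (edgeR adjusted p = 0.0444 and 0.0386), although Erg was unequal among the hematopoietic replicates, with 52.0, 97.5 and 0.840 CPM. Both calls were lost under the replicate block and in 5 of the 6 fits that left out 1 library. That of Cfap44 was lost in 2 of these 6 fits. More genes differed between the YFP-negative fraction and endoderm under limma voom (1812 against 1225) and with only 2 types fitted (1360 against 1258).

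**Figure D4:**
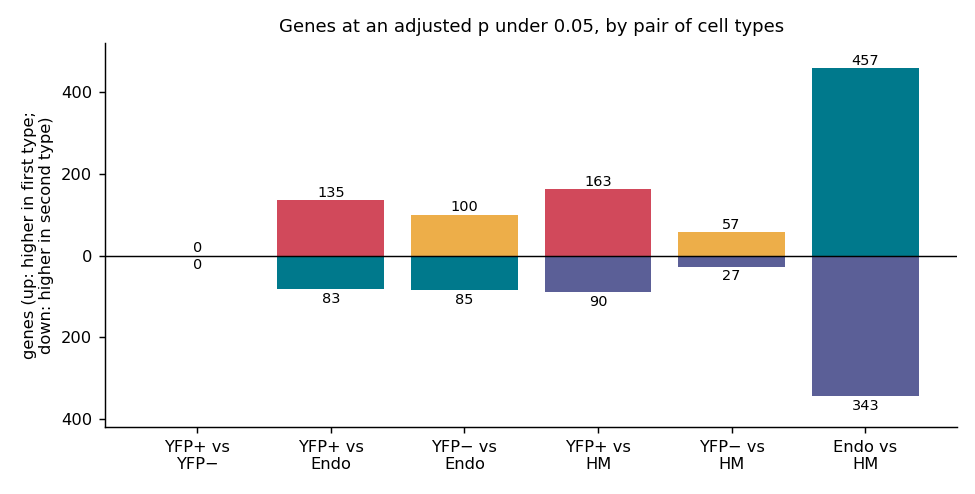
Number of genes with an edgeR adjusted p under 0.05 for each pair of cell types, with genes higher in the first type drawn upward and genes higher in the second drawn downward, coloured by the type in which they are higher. The counts run from 0 between the cardiac mesoderm fractions to 457 and 343 between endoderm and hematopoietic mesoderm.

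Genes higher in 1 type than in each of the other 3 numbered 43 in endoderm, 13 in hematopoietic mesoderm and 0 in either cardiac mesoderm fraction. By unadjusted p under 0.05 in all 3 comparisons, 34 genes were highest in the YFP-positive and 10 in the YFP-negative fraction. Under the replicate block the counts were 31 in endoderm and 7 in hematopoietic mesoderm, with an overall correlation of same-numbered deviations of 0.0139. Among the fits of all libraries, limma voom with quality weights moved the endoderm count most, to 393, and DESeq2 the hematopoietic count, to 131. Calca, Tmprss2 and Myo5c led in endoderm, at 30.01 ± 14.2, 133 ± 27.5 and 42.6 ± 9.24 CPM, and averaged under 0.5 CPM in the other types. The calls of Calca and Myo5c against both cardiac mesoderm fractions were lost in each fit that left out 1 library of the types compared. Their calls against hematopoietic mesoderm were lost in 4 and 3 of 6 such fits. That of Tmprss2 against the YFP-positive fraction was lost in 1 of 6. The call of Calca against the YFP-positive fraction was also lost under the replicate block. Cdh5, Ripor2 and Scube2 led in hematopoietic mesoderm, at 135 ± 30.6, 87.0 ± 41.3 and 180 ± 47.1 CPM. Cdh5 was at least 333-fold lower in endoderm than in hematopoietic mesoderm (edgeR adjusted p = 0.00191), and its log2 fold change in the YFP-positive fraction was -8.43 ± 1.33 (edgeR adjusted p = 0.00961). The calls of Cdh5, Ripor2 and Scube2 against the YFP-negative fraction were lost in the fit of only the 2 types compared, and that of Cdh5 also under the replicate block. Leaving out 1 library lost them in 2, 2 and 4 of 6 fits. The call of Scube2 against the YFP-positive fraction was lost in 2 of 6.

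The Notch list did not differ between the cardiac mesoderm fractions, with a mean log2 fold change of 0.10 over 36 genes, 19 higher and 17 lower (camera adjusted p = 0.678). Its sign changed with the expression filter, with a mean of -0.12 at a minimum of 5 CPM. Against endoderm its mean was -0.92 for the YFP-positive and -1.03 for the YFP-negative fraction (camera adjusted p = 0.802 and 0.776). Against hematopoietic mesoderm it was 0.11 and 0.01 (camera adjusted p = 0.647 and 0.771). Under the replicate block the list changed by -0.0037, -1.36, -1.36, 0.30 and 0.31 in these 5 comparisons, with camera adjusted p from 0.667 to 0.863 and an overall correlation of same-numbered deviations of 0.0139. Adjusted over all genes, 0 Notch genes passed between the fractions, and 0 passed when adjusted over the list alone. In the other comparisons, 1 gene passed for each fraction against endoderm, 2 for each against hematopoietic mesoderm and 6 between endoderm and hematopoietic mesoderm. Adjusted over the list alone these counts were 5 and 4, 4 and 2, and 8. Against endoderm they included Mfng, Hes7 and Dtx1, lower in both fractions. These were at 3 counts or fewer in every cardiac mesoderm library and averaged 10.2, 10.6 and 6.84 CPM in endoderm. Their fitted log2 fold changes, from -8.95 to -6.08, therefore give a direction and no size. The other genes against endoderm were Notch1 and, in the YFP-positive fraction, Dll1, which were higher. Notch4 and Notch2 were lower in the YFP-positive fraction than in hematopoietic mesoderm, Notch2 by a log2 fold change of -0.96. Notch4 had 0 counts in all YFP-positive libraries and 0, 2.60 and 147 CPM in hematopoietic replicates 1, 2 and 3. Its fitted change of -11.2 thus rested on replicate 3 and gives no size. None of these lower genes passed in these comparisons when adjusted over all genes. Notch1 averaged 115 ± 11.5 and 124 ± 31.3 CPM in the YFP-positive and YFP-negative fractions against 20.7 ± 6.54 in endoderm, with log2 fold changes of 2.48 ± 0.43 and 2.59 ± 0.43 (SE, edgeR adjusted p = 0.0111 and 0.00889). Dll1 averaged 82.8 ± 54.0 and 72.7 ± 12.9 CPM against 0.208 ± 0.0339 in hematopoietic mesoderm (edgeR adjusted p = 0.00384 and 0.00550). Dll3 averaged 39.3 ± 10.6 and 19.8 ± 10.6 CPM against 0.150 ± 0.131 there (edgeR adjusted p = 0.0101 and 0.0283). These Notch genes were named after their values were seen.

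The endoderm list was higher in YFP-positive than in YFP-negative cardiac mesoderm, with a mean log2 fold change of 1.11 over 30 genes, 20 higher and 10 lower (camera adjusted p = 1.64e-05). Under the replicate block the mean was 0.90 (camera adjusted p = 0.000798), and deviations of same-numbered libraries correlated at 0.0110. Without YFP-positive replicate 3 the mean fell to 0.26, with a camera adjusted p of 0.0152. The list did not pass when the inter-gene correlation was estimated from the data (adjusted p = 0.306), and its adjusted p ranged from 6.88e-07 to 0.306 over all alternatives. The cardiac mesoderm list did not differ between the fractions (mean log2 fold change 0.03, camera adjusted p = 0.331), nor did the hematopoietic list (-0.38, camera adjusted p = 0.647), which passed in 1 of the 6 fits that left out 1 library. Under the block these were 0.09 (adjusted p = 0.332) and -0.39 (adjusted p = 0.667).

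**Figure D5:**
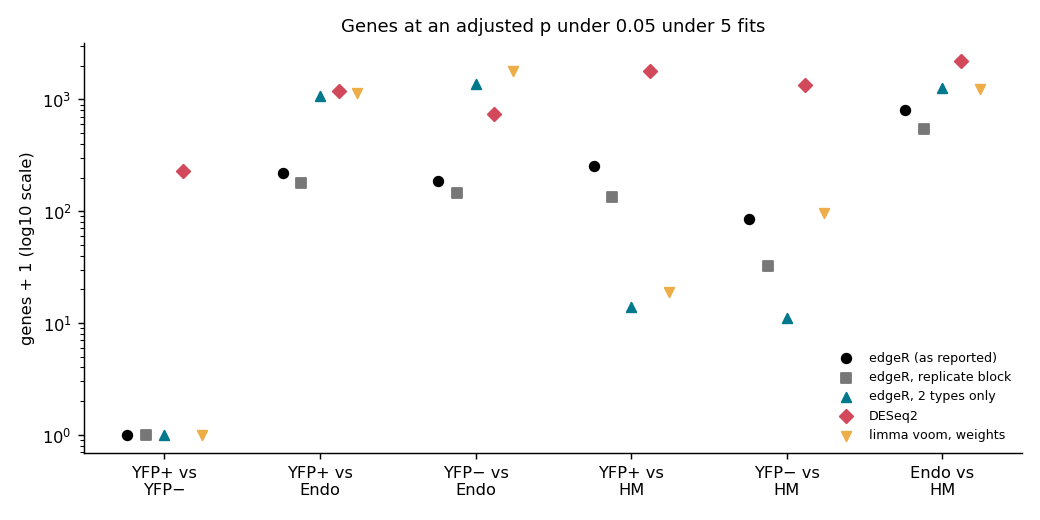
Number of genes plus 1 (log10 scale) with an adjusted p under 0.05 for each pair of cell types under 5 fits, shown by marker shape and colour. Between the cardiac mesoderm fractions only DESeq2 called genes (229), and against hematopoietic mesoderm the edgeR counts of 253 and 84 fell to 13 and 10 when only the 2 types compared were fitted.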

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

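The test of strand-specific counting below was chosen before its result was seen. Most tallied reads were assigned to no gene and so entered none of the comparisons. Reads in no annotated gene made up a median of 39.4% over the 12 libraries, from 34.5% to 43.6%, and reads aligned to more than 1 place a median of 40.3%, from 35.1% to 44.8%. Both stood far above the 3 counts that the depth can show, and the libraries had no controls to set them against. If a strand-specific setting had been applied to reads from both strands, a large part of the exonic reads would fall in no gene. Genes lying inside exons of a higher-expressed gene on the other strand would then collect that gene's reads and show a read density similar to it. Over 64 such pairs the median ratio of densities was 0, with 53 of the nested genes at 0 counts and 3.13% of the ratios between 0.5 and 2, so this mismatch was not borne out. Reads from introns, unannotated transcripts and repeated sequences remain candidate explanations that gene counts cannot separate. No biological explanation was tested, since the shares overlapped between the cell types.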

How the results depend on the processing

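The limma voom fit was chosen after seeing the data. The comparisons of cardiac mesoderm with endoderm and of endoderm with hematopoietic mesoderm gave at least 143 genes under each alternative that kept all replicates, but most counts moved with the test and with the libraries that shared the dispersion. The causes of the changes below were not tested except where stated.

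DESeq2 gave 229 genes (67 higher, 162 lower) between the cardiac mesoderm fractions, where edgeR gave 0 (1062 at an unadjusted p under 0.05). Against endoderm it gave 1178 (398 higher, 780 lower) for the YFP-positive and 735 (269 higher, 466 lower) for the YFP-negative fraction, where edgeR gave 218 (135 higher, 83 lower) and 185 (100 higher, 85 lower). Against hematopoietic mesoderm it gave 1809 and 1352 where edgeR gave 253 and 84, and between endoderm and hematopoietic mesoderm 2188, of which 66.9% were higher in endoderm, where edgeR gave 800 with 57.1%. Genes highest in a type rose to 5, 4, 223 and 131 for YFP-positive, YFP-negative, endoderm and hematopoietic mesoderm, from 0, 0, 43 and 13. DESeq2 shared 793 of the 800 and 217 of the 218 edgeR genes. In the simulation it also called 77 of 13970 unchanged genes, where edgeR called 0.

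Fitting only the 2 types compared gave 1063 genes (336 higher, 727 lower) and 1360 (468 higher, 892 lower) for the fractions against endoderm, 13 (6 higher, 7 lower) and 10 (6 higher, 4 lower) against hematopoietic mesoderm, and 1258 (948 higher, 310 lower) between endoderm and hematopoietic mesoderm. Limma voom with quality weights gave 1130 (473 higher, 657 lower) and 1812 (652 higher, 1160 lower) against endoderm, 18 (8 higher, 10 lower) for the YFP-positive fraction against hematopoietic mesoderm, 1225 between endoderm and hematopoietic mesoderm and 393 highest in endoderm. For the YFP-negative fraction against hematopoietic mesoderm it gave 95, of which 19 were higher and 76 lower, and 31 of these were among the 84. Both fits gave more genes where the less variable endoderm was compared and fewer for cardiac against hematopoietic mesoderm, except for those 95.

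With the replicate number as a block, 133 and 31 genes passed for the fractions against hematopoietic mesoderm and 7 were highest there. Without the expression filter, 2 genes passed between the fractions, 174 in the YFP-negative fraction against hematopoietic mesoderm, and 28 were highest in hematopoietic mesoderm. At a minimum of 5 CPM the latter counts were 133 and 21. Under RLE scaling, down-sampling and a minimum absolute log2 fold change of 1, every count of genes stayed within 1.5 times the reported one, although the last gave 645 genes between endoderm and hematopoietic mesoderm with 69.5% higher in endoderm.

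Across the fits that each left out one library, counts ran from 0 to 1 between the fractions, from 71 to 159 and from 69 to 100 for the fractions against endoderm, from 106 to 426 and from 16 to 247 against hematopoietic mesoderm, and from 180 to 976 between endoderm and hematopoietic mesoderm. Genes highest in endoderm ran from 9 to 71 and in hematopoietic mesoderm from 1 to 33.

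The endoderm list lost its call with an estimated inter-gene correlation and with fry, at an unchanged mean of 1.11 (adjusted p = 0.306 and 0.161), and with only the 2 fractions fitted, at 0.55 (adjusted p = 0.203, over the 9 higher and 7 lower genes that the filter of that fit kept of the 30), against a range of 6.88e-07 to 0.306 over its alternatives. Leaving out one library gave 0.26 to 1.35, the lowest without YFP-positive replicate 3. The Notch list between the fractions changed sign without the filter (-0.0635), at 5 CPM (-0.12), under the block (-0.0037) and with only the 2 fractions (-0.0233), and the cardiac list without the filter (-0.23). Leaving out one library, the Notch list ran from -0.51 to 0.29 between the fractions, -0.47 to 0.87 and -0.15 to 0.76 against hematopoietic mesoderm, the cardiac list from -0.11 to 0.16 and the hematopoietic list from -1.44 to 0.35, with a call (adjusted p = 0.0115, in a range of 0.0115 to 0.999 over these fits) when YFP-positive replicate 2 was left out. Epcam in the YFP-positive fraction against hematopoietic mesoderm was reversed under limma voom (1.77). Leaving out one library, it ran from -1.10 to 1.03 and in the YFP-negative fraction from -0.37 to 1.66. Foxa2 in the YFP-positive fraction against hematopoietic mesoderm ran from -0.0273 to 3.83, and Pdgfra between the fractions from -0.00988 to 0.41. Among the other named-gene results, 29 were weaker and 16 stronger under the alternatives with all libraries, and 117 were weaker and 7 stronger in the fits that left out one library.

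Depth limited genes near the floor of 3 counts, but down-sampling every library to the smallest left 229, 193, 277, 89 and 804 genes in the comparisons other than that between the fractions. A higher depth was not tested. For the comparison of the fractions, the simulation called 42% of genes changed 4-fold at the observed dispersion and 90% at a dispersion like that of endoderm. Both values hold only for genes averaging at least 10 CPM. The observed dispersion was the estimate shared by the 4 types and not that of the fractions alone.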

Other observations

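The tests of a batch shared by replicate number, of endoderm cells in the YFP-positive fraction, and of library depth and of a cardiac share of 10% or more in hematopoietic mesoderm replicate 3, were chosen only after the result was seen. The measure for the endoderm cells was also changed once its first form had given a negative predicted level.

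The spread between replicates was 2.97 times larger in hematopoietic mesoderm than in endoderm by the ratio of their biological coefficients of variation. With every library down-sampled to the smallest total the ratio was 3.21, and among genes with at least 50 CPM in the type it was 3.61, so neither depth nor low abundance accounted for it. Same-numbered libraries of different types deviated together by a mean correlation of only 0.0139, against a batch shared by replicate number across most genes. A batch in a part of the genes was not excluded. A further measure used 62 genes called higher in endoderm than in hematopoietic mesoderm and near absent from the latter. They were not chosen as markers specific to endoderm. Their median level, as a share of that in endoderm, was highest in replicate 3 of each mesoderm type. It was 2.20% in the YFP-positive fraction, 2.59% in the YFP-negative fraction and 0.296% in hematopoietic mesoderm. Genes with at least 100 counts in 1 library and at most 3 in another of the same type numbered 2576 over the 4 types, where sampling of reads predicted at most 1.13e-09. That prediction covers counting error only, which separate libraries of amplified RNA were certain to exceed, so it decides nothing about the source of the spread. A candidate explanation is that few cells were sorted for the mesoderm types, so that whole transcripts were lost or unequally amplified, but cell numbers were not used here and no test separated this from real heterogeneity between embryos. The limma quality weights ran from 2.54 to 2.70 in endoderm and were lowest, at 0.329, in hematopoietic mesoderm replicate 3.

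Hematopoietic mesoderm replicate 3 lay at the other end of the third principal component from replicate 1. Its gene count total of 5219355 was not the smallest of the 3, so depth did not account for it. If cardiac mesoderm cells were mixed into it, genes higher in cardiac mesoderm than in the other hematopoietic replicates would be raised in it. Their median position on the way to the cardiac mesoderm level was 0.622 over 141 genes. Replicate 2 measured the same way was nearly as far, at 0.570 over 89 genes, while replicate 1 was at 0.0374 over 41 genes, and genes chosen for being low in a pair of noisy libraries tend to be higher in the remaining one, so this position could not decide. Genes higher in hematopoietic mesoderm were shifted toward the cardiac level by 0.484 in replicate 3, 0.188 in replicate 2 and 0.0294 in replicate 1. Genes were then chosen without the hematopoietic libraries, as those with at least 50 CPM in each cardiac mesoderm library and under 10% of that mean in endoderm. Of these 19 genes, 5.26% were at 3 counts or fewer in replicate 3 and 10.5% in each of the other replicates. Of the 4478 genes averaging 5 to 50 CPM in both cardiac mesoderm and endoderm, 25.97% were that low in replicate 3 and 24.5% in replicate 1. In replicate 2 it was 9.42%, so there the cardiac genes were not less often at 3 counts or fewer. This test left a cardiac share of 10% or more open in replicate 3, but it did so for replicate 1 as well. The median level of the 19 genes was 82.8% of the cardiac level in replicate 3. It was 24.7% in replicate 1 and 24.4% in replicate 2. This measure set replicate 3 apart, in the direction that cardiac cells would give. In the cardiac list, 23 genes averaged at least 10 CPM in both fractions. In replicate 3, 11 of them were under 10% of their cardiac level and 9 over 50%, against 13 and 5 in replicate 1 and 12 and 3 in replicate 2. A mixture alone would raise all of them by at least its share of the cardiac level, so it did not account for these levels by itself. Lhx1 and Mesp1, at 3.78 and 0 CPM, were among the low genes and Hand1, at 417 CPM, among the high ones. Whether some cardiac cells were present beside loss of transcripts was not settled. Replicate 3 also had less Gata1 (0.210 CPM, against 74.2 and 46.6 in replicates 1 and 2) and Myb (5.88 against 102 and 81.9). Cdh1 was higher in it (72.5 against 1.93 and 2.94 CPM), while Gata2 was alike (375 against 382 and 389). These genes were picked after their values were seen. Explanations other than cardiac cells and library depth were not tested. The effect on the counts of genes between pairs of types was not particular to replicate 3. Genes called in the YFP-positive fraction against hematopoietic mesoderm rose from 253 to 426 without replicate 3 and to 411 without replicate 2. The highest counts for the YFP-negative fraction and for endoderm against hematopoietic mesoderm, 247 and 976, came without replicate 2. Genes highest in endoderm and in hematopoietic mesoderm, in contrast, reached their largest numbers, 71 and 33, without replicate 3.

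Endoderm genes were higher in the YFP-positive than in the YFP-negative fraction as a list. Without Cer1 and Apob the list still passed, with a mean log2 fold change of 0.95 and a camera adjusted p of 0.00674, against a range of 6.88e-07 to 0.306 over the alternatives of the full list. One candidate explanation is a small number of endoderm cells in the YFP-positive fraction, since Foxa2 marks endoderm. Over the 62 genes near absent from hematopoietic mesoderm, the median share of the endoderm level was 2.18% in the YFP-positive and 3.10% in the YFP-negative fraction. In contrast, 39 of the genes had the larger share in the YFP-positive fraction and 23 in the YFP-negative fraction, so these measures pointed in opposite directions. The share of Cer1 in the YFP-positive fraction was 8.95%, or 4.10 times the median share, but Cer1 was chosen for being high there, so this could not decide. By library, the median share was 0.881%, 0.669% and 2.20% in YFP-positive replicates 1, 2 and 3 and 0.496%, 1.06% and 2.59% in the YFP-negative ones, so the highest was in the YFP-negative fraction. These medians do not show more endoderm cells in the YFP-positive libraries, but the genes were not chosen as specific to endoderm. Shares of some single genes were larger in the YFP-positive than in the YFP-negative fraction. They were 8.67% against 0.153% for Sox17, 3.66% against 0% for Foxa2 and 0.694% against 0.119% for Cubn. Sox17 rested mostly on YFP-positive replicate 1 (24.8%) and Foxa2 on replicate 3 (10.2%). In the endoderm list, 20 genes were higher in the YFP-positive fraction and 10 lower. More endoderm cells there were therefore neither shown nor excluded.

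DESeq2 called 229 genes between the fractions that edgeR did not. Genes with a library at 3 counts or fewer beside one of at least 100 in the same fraction were 10.9% of its calls and 6.59% of the genes it tested, but a lost library also raises the variance and hinders a call, so this measure could not decide. In 110 of the calls, or 48.0%, a whole fraction was at or under 3 counts, against 10.3% of the genes tested. A large real difference would also leave a fraction that low, so this could not tell it from loss of transcripts in a whole fraction. An unadjusted edgeR p under 0.05 was found for 214 of the calls. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real one. The other such splits gave 112, 148 and 93 genes, and splits parting 1 pair 81 to 162. Each of these splits kept most libraries of a fraction together, so part of any real difference remained in it. Their counts therefore do not show how many genes would be called without a difference. Some of the 229 may still be false calls, since 77 unchanged genes were called in the simulation. That simulation used dispersions shared by the 4 types, although their spread differed.

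Other splits were counted for each result. Only 4 splits part all 3 same-numbered pairs of 2 types, so no share under 0.25 was possible and these counts alone cannot rule out an accidental grouping. For the count of genes between the fractions, all 4 of the 4 splits gave as many, since each gave 0 at the adjusted threshold against 1062 at an unadjusted p under 0.05 for the real one. For the other 5 pairs of types 1 of 4 did, the real one, and the remaining splits gave 0 genes, or at most 1 among those parting 1 pair. For the lists, the number with a camera p as low was 3 of 4 for Notch between the fractions, 4 of 4 and 3 of 4 for Notch in the YFP-positive and YFP-negative fractions against endoderm, 1 of 4 for Notch in each fraction against hematopoietic mesoderm, 1 of 4 for the cardiac list, 1 of 4 for the endoderm list and 3 of 4 for the hematopoietic list. Among 100 regroupings within replicate numbers, the real one included, 100 gave as many genes highest in either cardiac mesoderm fraction, where the real count was 0 with 34 and 10 genes at an unadjusted p under 0.05. In endoderm and in hematopoietic mesoderm 1 of 100 did, the real one.

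Exon length and GC content were checked against the difference between endoderm and hematopoietic mesoderm, over all tested genes and not over the 800 called. Across genes, the log2 fold change had a Spearman correlation of -0.0355 with exon length and 0.0407 with GC content, over the 14029 of 14170 genes with a value.

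Transcripts of both sex chromosomes were detected in each of the 12 libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together gave 155 to 505 CPM, and Xist gave 395 to 2026 CPM.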
